A study of Mus musculus with 6 samples. Its data were reported in "Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer" (2013).

How the data were processed

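RNA was measured in CD31-sorted mammary endothelial cells in 6 samples from mice carrying PyMT, 3 with the genotype PyMT;Ets2db/loxP and 3 with PyMT;Fsp-Cre;Ets2db/loxP, taken as the control and the deleted group. Mammary tissue was digested with collagenase, the cells were sorted on CD31 straight into Trizol, and total RNA was amplified, labelled with biotin and hybridized to Affymetrix mouse expression arrays, 1 array per sample and 1 color. The study describes the samples as biological replicates. The source field of the control samples states that no oncogene was present, whereas their titles, descriptions and genotypes name PyMT, and the genotype was used.

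The authors deposited 1 table of log2 values made by the Robust Multichip Average method (RMA), which subtracts background, normalizes between arrays by quantiles and summarizes the probes of each probe set. The version of RMA and the annotation used with it are not given in the sources used here. The deposited values of the tested probe sets spanned 2.31 to 14.9, and the medians of the 6 arrays lay between 7.02 and 7.07, so no further scaling was applied. RMA narrows the differences of dim probe sets, and a value near the lower end holds mostly background. The signal of different probe sets does not order the abundance of their transcripts.

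The table held 45101 probe sets. Of these, 64 array controls were left out and 45037 were tested, with no filter on dim probe sets. In the platform annotation, 34945 probe sets had 1 gene, 932 had several and 9160 had no gene named here. Of the probe sets with 1 gene, 34741 were matched by gene number to a RefSeq gene table (used for current symbols and for the positions of genes). Probe sets with several genes were tested but not named. For gene lists, each of 18193 genes was represented by its probe set with the highest mean over the 6 arrays among those with 1 gene.

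Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) over the 6 arrays without covariates, adjusted by the Benjamini-Hochberg method over all tested probe sets at 0.05. Calls were counted as well at the study's thresholds of a fold change over 2 and an unadjusted p under 0.05. The test behind the study's P is not given in the sources used here. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the 32 lists (and over 6 lists drawn from the study's tables), and again with an estimated correlation and with fry. The camera test sets a list against the other genes, whereas fry tests it against no change, so the results answer different questions. Members were also adjusted over their list alone. List scores per array, the mean deviation of the members from their mean over the 6 arrays, were compared by an exact permutation test, for which 3 against 3 gives no p below 0.1. The limma and camera steps were tested on simulated data. A simulated list of 29 genes without a shift had an effect shared by its genes on each array (SD 0.25). It was called in 64% of simulations with the preset correlation and in 3% with the estimated one. With a shift of 0.4 added it was called in 91% and 33%. Without the shared effect the preset correlation called 1% without and 100% with the shift. The estimated correlation was 0.298 for the macrophage and 0.029 for the interstitial matrix list, so these rates need not hold for each list.

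The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined, except where the closing section says otherwise. The study's table of genes called on these arrays had been read by then, so some list members come from it. The rule named Ets2, the 8 lower and the 8 higher genes with the largest difference among probe sets with 1 gene past the study's thresholds and without overlap between the groups (of which only 7 were higher), the 3 members with the largest difference of each list described, and 23 markers of endothelial and other cells. The lists of platelet, erythroid, skeletal muscle, interferon, hypoxia and BMP genes were summarized by their medians. Dclk1 and the neighbours of S100a3 were named after their values were seen.

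The alternatives were a filter at the median signal, a trended and robust prior (for lists, camera with a trended prior variance, since camera has no robust option), array weights, centring on array medians, a further quantile normalization, the number in the animal identifiers as a fixed or random block, unmoderated tests, other thresholds, other ways to represent a gene, other list tests and leaving out each array in turn. After seeing the data, 4 more were added, namely the pan-leukocyte score as a covariate, the third array of each group left out, and lists without the genes that the study called on these arrays, with a preset and with an estimated correlation. No 2 arrays shared more than 0.218% of their values, so none was a copy of another.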

Results

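Endothelial cells were sorted with an antibody to CD31 from mammary tissue of FVB/N mice aged 9 weeks that carried the PyMT oncogene, the polyoma middle T antigen that drives mammary tumors when expressed in the epithelium. RNA from 6 sorted samples was profiled on Affymetrix mouse expression arrays. In 3 samples Ets2, a transcription factor of the Ets family, was present in the surrounding fibroblasts (PyMT;Ets2db/loxP, called control below). In the other 3 samples Ets2 had been deleted by Fsp-Cre, a recombinase under the promoter of Fsp1, also named S100a4 (PyMT;Fsp-Cre;Ets2db/loxP, called deleted below). The comparison addressed how Ets2 in tumor fibroblasts affects gene expression in the endothelial cells beside them. Every difference is the deleted mean minus the control mean on the log2 scale. The number of arrays limits the precision, and the median 95% interval of a probe set reached 0.45 to either side of its difference.

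Ets2 itself was at the same level in the sorted cells of both groups within the error of these arrays. Its brightest probe set read 14.38 ± 0.12 (SD, n = 3) in control and 14.41 ± 0.10 (SD, n = 3) in deleted samples, a difference of 0.02 with a 95% interval from -0.30 to 0.35. The 2 dimmer Ets2 probe sets also differed by 0.02 each. With 1 array left out the brightest ranged from -0.04 to 0.08 and the others from -0.06 to 0.12 and from -0.11 to 0.13. The deletion was aimed at fibroblasts and not at the sorted cells, so these values do not check the genotype labels. Whether any of the sorted cells carried the deletion was not tested.

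The endothelial markers themselves were similar between the groups. Pecam1, which encodes CD31, read 11.30 ± 0.41 in control and 11.69 ± 0.37 in deleted samples (SD, n = 3 each), a difference of 0.39 with an SE of 0.27. Cdh5, the cadherin of endothelial junctions, differed by 0.11. The VEGF receptors Kdr and Flt1 differed by 0.11 and 0.01, and the angiopoietin receptor Tek by 0.15. Vwf, which encodes von Willebrand factor, differed by -0.06. With 1 array left out, Cdh5 ranged from -0.08 to 0.38, Kdr from -0.05 to 0.29, Flt1 from -0.19 to 0.17 and Vwf from -0.25 to 0.05, so the sign of each depended on single arrays. Without control replicate 3 Pecam1 differed by 0.16 and Tek by 0.07. None of these genes passed limma's test at an adjusted p under 0.05.

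Among probe sets of 1 gene past the study's thresholds, the largest differences were those of Vgll3, a transcriptional cofactor, at -1.78 (SE 0.30), and Dab1, an adaptor of reelin signaling, at 1.77 (SE 0.35). No probe set of the 45037 tested passed limma's moderated test after Benjamini-Hochberg adjustment, where the smallest adjusted p was 0.9999. At an unadjusted p under 0.05 there were 934 probe sets, 494 lower and 440 higher, against 2252 expected if none differed. An unmoderated test with equal or with unequal variances also gave 0 after adjustment. The study's own thresholds, a fold change over 2 with an unadjusted p under 0.05, were passed by 58 probe sets, 35 lower and 23 higher. Of these, 37 probe sets carried exactly 1 gene name and stood for 32 genes, 22 lower and 10 higher. Of all probe sets, 6.44% had groups without overlap, and chance gives 10%. In simulated data of this design, limma recovered 0% of changes of 1 log2 unit and 87% of changes of 2 log2 units at an adjusted p under 0.05. Unchanged simulated probe sets gave 275 calls at the study's thresholds. The real arrays gave only 58, and only 87 probe sets differed by more than 1 in size at any p. The simulated rates therefore need not hold for these arrays. The count of 58 became 153 without control replicate 1, 90 without control replicate 2, 191 without deleted replicate 2 and 159 without deleted replicate 3, and 253 without the third array of each group. The excess of lower probe sets turned around without deleted replicate 1, with 26 lower and 35 higher, and with a pan-leukocyte score as a covariate, with 47 lower and 118 higher.

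**Figure D1:**
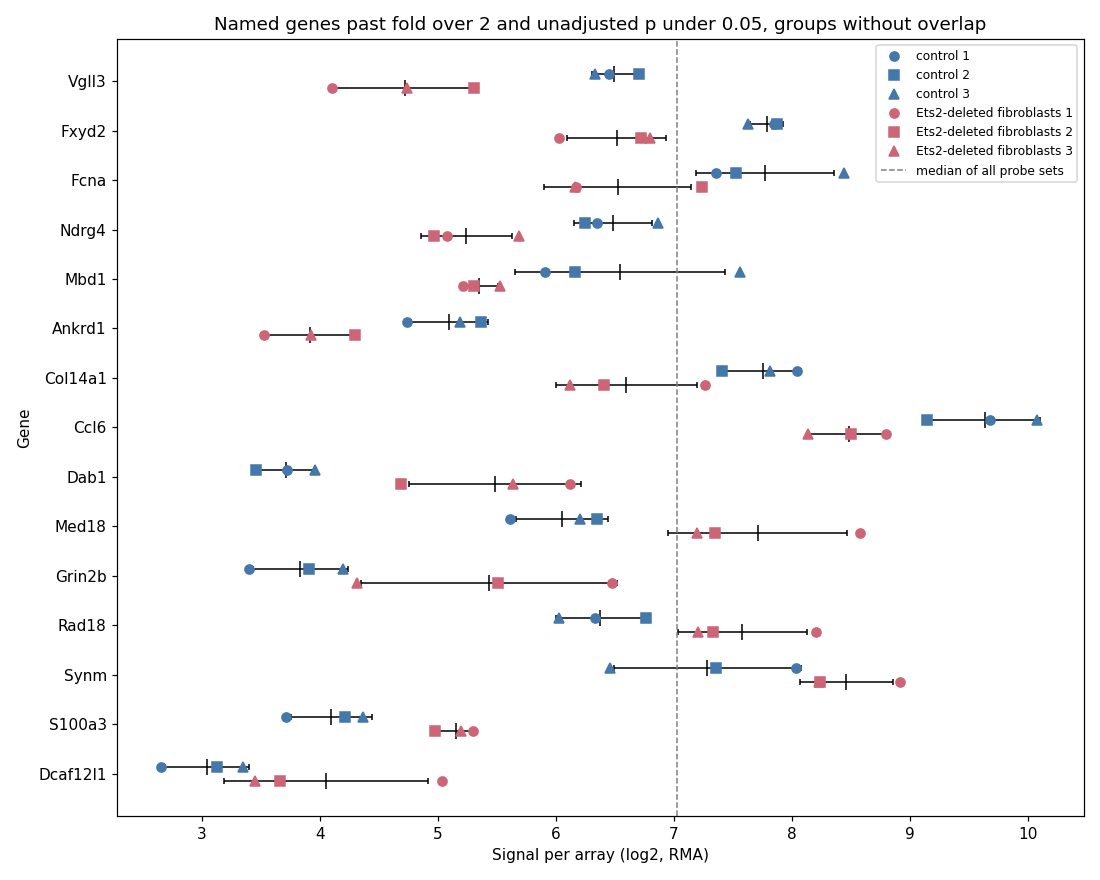
Signal per array (log2, horizontal axis) of the 8 lower and 7 higher genes named below, with control arrays in blue, arrays of mice with Ets2-deleted fibroblasts in red and black bars for the mean and SD of each group of 3. The dashed line marks the median of all probe sets, 7.03, and most of these genes lie near or below it.

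Genes lower in the deleted samples included a collagen, a chemokine and a macrophage lectin. Vgll3 read 6.49 ± 0.19 in control and 4.72 ± 0.61 in deleted samples (SD, n = 3 each), and its other 2 probe sets differed by -0.93 and -1.09. The probe set at -1.09 read 4.19 in deleted replicate 1, but 6.13 and 5.84 in deleted replicates 2 and 3, against 6.13 to 6.69 in control arrays. Fxyd2, a regulatory subunit of the sodium-potassium pump, differed by -1.27, with -0.74, -0.53 and 0.10 at its other probe sets. Fcna, a ficolin made by macrophages, differed by -1.25 (SE 0.39) and Ndrg4 by -1.25 (SE 0.25). Col14a1, a collagen of interstitial connective tissue, differed by -1.16 (SE 0.32), and the chemokine Ccl6 read 9.63 ± 0.47 in control and 8.48 ± 0.33 in deleted samples (SD, n = 3 each), a difference of -1.15. Mbd1 differed by -1.19 and Ankrd1 by -1.18 at dim probe sets, whereas the brightest probe set of Mbd1 differed by -0.04 and that of Ankrd1 by 0.07. The dim Mbd1 probe set differed by -0.68 without control replicate 3. All of these genes passed the study's thresholds without overlap between the groups, and none passed limma's test at an adjusted p under 0.05.

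Fewer named genes were higher in the deleted samples, and most of them were dim. Dab1 read 3.71 ± 0.25 in control and 5.48 ± 0.73 in deleted samples (SD, n = 3 each). A second Dab1 probe set differed by 1.51, and the other 3 differed by -0.01, 0.02 and -0.19. Med18, a subunit of the Mediator complex, differed by 1.66 (SE 0.39). Grin2b, a subunit of the NMDA receptor, differed by 1.60 and Rad18, a DNA damage ubiquitin ligase, by 1.21, although their brightest probe sets differed by -0.13 and 0.16. The brightest Grin2b probe set read 6.81 in control replicate 1 and 6.30 to 6.61 in the other arrays. That of Rad18 read 8.98 in deleted replicate 2 and 8.22 to 8.43 in the other arrays. Synm, an intermediate filament protein of muscle cells, differed by 1.18 and Dcaf12l1 by 1.01, whereas their brighter probe sets differed by 0.26 and 0.46. The difference of 1.18 for Synm shrank to 0.76 without control replicate 3, and that of 1.01 for Dcaf12l1 to 0.51 without deleted replicate 1. The brighter Synm probe set read 8.88 in control replicate 2 and 9.30 to 9.67 in the other arrays. That of Dcaf12l1 read 5.49 in deleted replicate 2 and 4.51 to 4.79 in the other arrays. S100a3, a calcium-binding protein with 1 probe set, differed by 1.06. Below the median signal of all probe sets lay 22 of the 23 higher calls and 21 of the 35 lower calls. With any single array left out, Vgll3, Fxyd2, Ndrg4, Dab1 and Med18 stayed past the study's thresholds, and each of the other 10 named genes lost its call at least once.

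Markers of macrophages, fibroblasts and interstitial matrix were lower in the deleted samples. Of 29 macrophage markers, 26 were lower, with a median difference of -0.43, including C1qb, a complement subunit secreted by macrophages, at -1.30, Fcna at -1.25 and the mannose receptor Mrc1 at -0.93. The macrophage marker Adgre1, which encodes F4/80, differed by -0.91 (SE 0.41). Of 23 fibroblast markers, 21 were lower, with a median of -0.38, including Col14a1 at -1.16, Dpep1 at -1.13 and Ogn, the proteoglycan osteoglycin, at -1.02. Pdgfra, the PDGF receptor of fibroblasts, differed by -0.59 and Col1a1 by -0.38, both without overlap between the groups, although Col1a1 differed by -0.23 without deleted replicate 2. Of 28 interstitial matrix genes, 25 were lower, with a median of -0.34, including Col14a1, Ogn and the lysyl oxidase Loxl1 at -0.73. The fibroblast and matrix lists share 9 genes. The macrophage list holds 2 genes, the fibroblast list 3 and the matrix list 2 that the study had called on these arrays, and without them the adjusted p of limma's camera test was 4.4e-14, 1.99e-08 and 1.97e-11 with a preset correlation. For the same shortened lists the adjusted p = 0.361, 0.254 and 0.118 with an estimated correlation.

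limma's camera test with a preset correlation gave an adjusted p of 3.8e-16 for the macrophage list, 1.5e-13 for the matrix list and 1.1e-11 for the fibroblast list. These calls were lost with an estimated correlation, where the adjusted p = 0.361 with an estimated correlation for macrophage markers, adjusted p = 0.0901 with an estimated correlation for matrix genes and adjusted p = 0.137 with an estimated correlation for fibroblast markers. In each of the 3 lists, 0 members were called over all genes and 0 adjusted over the list alone. For each of these lists the mean list score was lower in all 3 deleted arrays than in every control array. An exact two-sided permutation test puts that at p = 0.1, the smallest that 3 arrays against 3 can give. Of the 32 lists, these 3 were the only ones without overlap, and chance gives 10% for such a design. The separation alone therefore does not set them apart from chance. Control replicate 3 had the highest macrophage score, 0.52, and deleted replicate 3 the lowest, -0.49. Control replicate 3 also lay furthest out on the first principal component, at 70.2, and had the largest difference between 3' and 5' probe sets, 1.31 for Gapdh and 1.67 for beta-actin. Without that array C1qb differed by -0.85 and Loxl1 by -0.47, and without deleted replicate 3 Adgre1 differed by -0.56.

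**Figure D2:**
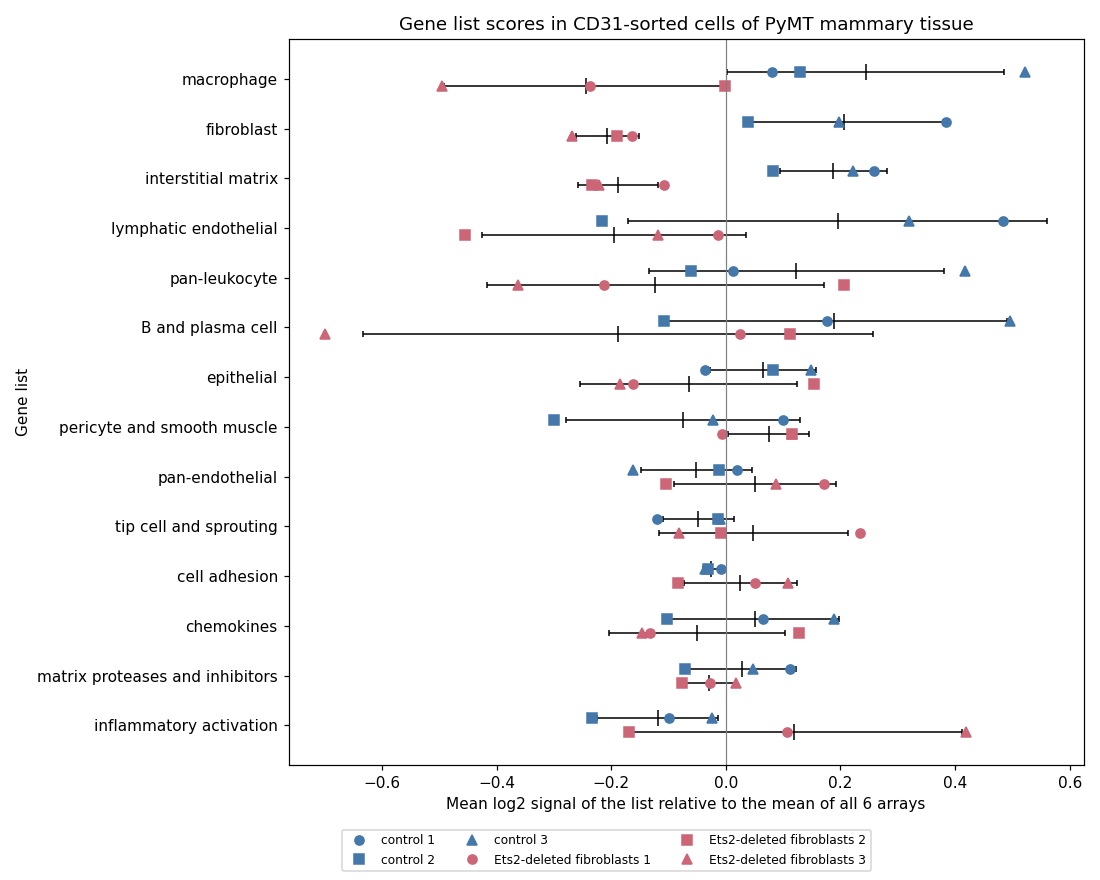
Mean log2 signal of each gene list per array, relative to the mean of all 6 arrays (horizontal axis), with control arrays in blue, arrays of mice with Ets2-deleted fibroblasts in red, and black bars for the mean and SD of each group of 3. The groups are apart for the macrophage, fibroblast and interstitial matrix lists, with control and deleted means of 0.24 and -0.24, 0.21 and -0.21, and 0.19 and -0.19, and overlap for the other lists drawn.

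For 6 further lists limma's camera test passed only with the preset correlation, and each had an adjusted p = 0.702 with an estimated correlation. Their array scores overlapped between the groups. All 9 lymphatic endothelial markers were lower, with a median of -0.36, including Reln at -0.94, the hyaluronan receptor Lyve1 at -0.62 and Mmrn1 at -0.61. Pan-leukocyte markers had a median of -0.28, with Cd48 at -0.80, Fermt3 at -0.61 and Laptm5 at -0.51, and Ptprc, which encodes CD45, differed by -0.43. Without deleted replicate 1 Cd48 differed by -0.06, and without control replicate 3 Fermt3 differed by -0.28, Laptm5 by -0.22 and Ptprc by -0.17. The epithelial markers Muc1, Lalba and Krt5 differed by -0.67, -0.40 and -0.38 in a list whose median was -0.14, while Krt18 differed by -0.19. Chemoattractant receptors had a median of -0.23, with Csf1r at -0.87, Fpr2 at -0.76 and Ccr7 at 0.72. In that list 14 genes were lower and 7 higher. Genes of inflammatory activation had a median of 0.23, with Il6 at 0.68, Ptgs2 at 0.47 and Csf3 at 0.46, and immediate early genes one of 0.10, with Ppp1r15a at 0.38, Myc at 0.38 and Klf2 at 0.35. With 1 array left out, Lyve1 shrank to -0.29, Mmrn1 to -0.30, Muc1 to -0.21, Lalba to -0.09, Krt5 to -0.04, Csf1r to -0.32, Fpr2 to -0.40, Ccr7 to 0.43, Ptgs2 to 0.26, Csf3 to 0.17, Ppp1r15a to 0.22, Myc to 0.16 and Klf2 to 0.09, and Krt18 turned to 0.01.

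With the preset correlation the adjusted p from limma's camera test was 0.0031 for lymphatic, 0.024 for pan-leukocyte, 0.025 for epithelial and for chemoattractant receptor, 4.1e-05 for inflammatory and 0.017 for immediate early genes. All 6 calls were lost at an adjusted p = 0.702 with an estimated correlation. No member of any of them was called over all genes or adjusted over the list alone. Without deleted replicate 3 the adjusted p from camera became 0.384 for inflammatory, 0.830 for immediate early, 0.424 for pan-leukocyte, 0.351 for chemoattractant receptor and 0.171 for epithelial genes, where the direction of the immediate early list turned. Without control replicate 3 it became 0.762 for immediate early, 0.390 for pan-leukocyte, 0.0594 for epithelial and 0.123 for chemoattractant receptor genes, and without deleted replicate 1 0.0798 for pan-leukocyte, 0.846 for epithelial and 0.0543 for chemoattractant receptor genes. Without control replicate 1 it became 0.194 for lymphatic and 0.0832 for chemoattractant receptor genes, without control replicate 2 0.125 for epithelial genes and without deleted replicate 2 0.0922 for lymphatic genes. Deleted replicate 3 had the highest inflammatory score, 0.42, and the lowest pan-leukocyte score, -0.36.

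The endothelial programs of angiogenesis had small median differences, and their array scores overlapped between the groups. Pan-endothelial genes had a median of 0.06, with Pecam1 at 0.39, Esam at 0.30 and Emcn at 0.30. Tip cell and sprouting genes had a median of 0.03, and within them Adm differed by 0.50, Pdgfb by 0.49 and Apln, the ligand of the apelin receptor, by 0.45. The tip cell genes Angpt2 and Esm1 differed by 0.17 and 0.14, and Vegfa by -0.19. Among arterial and Notch genes, with a median of -0.01, a mean of 0.01 and a test pointing down, Hey2 differed by 0.45, Gja5 by -0.18 and the Notch ligand Dll4 by 0.18. Without deleted replicate 3 Hey2 differed by 0.07 and Gja5 by -0.10, and without deleted replicate 1 Dll4 differed by -0.05. Venous genes had a median of 0.10, with Ackr1 at 0.58, Vcam1 at 0.42 and Il1r1 at 0.21. Capillary and lipid uptake genes had a median of 0.04, with Pparg at 0.24, Timp4 at -0.14 and Aqp1 at 0.13. The proliferation list had a median of 0.10, with Kif20a at 0.47, Mcm3 at 0.38 and Bub1b at 0.34, and Mki67 differed by 0.18. Without control replicate 3 Pecam1 differed by 0.16, Esam by 0.03, Emcn by 0.07, Pdgfb by 0.18, Timp4 by -0.52 and Aqp1 by -0.05. Without deleted replicate 1 Adm differed by 0.25, Esm1 by 0.01, Vegfa by -0.09, Pparg by 0.14, Kif20a by 0.23, Mcm3 by 0.16 and Bub1b by 0.12. Angpt2 turned to -0.07 and Timp4 to 0.56 without control replicate 1, and Mki67 to -0.02 without deleted replicate 2. In the venous list Ackr1 shrank to 0.35 and Vcam1 to 0.24, and Il1r1 turned to -0.18, without deleted replicate 3. limma's camera test gave an adjusted p of 0.057 for pan-endothelial, 0.137 for tip cell, proliferation and venous, 0.831 for arterial and 0.734 for capillary genes, and no member was called over all genes or adjusted over the list alone. The pan-endothelial list passed without control replicate 2, at an adjusted p of 0.0322 from limma, and without deleted replicate 2, at 0.00334. Both passes used the preset correlation. With an estimated correlation over all arrays camera's adjusted p for this list was 0.702. The proliferation list passed without control replicate 3, at an adjusted p of 0.000341 from limma, and without deleted replicate 3, at 1.19e-08. The venous list passed without deleted replicates 1 and 2, at 0.0426 and 0.00497 from limma. The capillary list passed without control replicate 1, at 0.0456 from limma. Values were higher in the deleted samples in each case. These passes also used the preset correlation. With an estimated correlation over all arrays camera's adjusted p was 0.850 for proliferation, 0.702 for venous and 0.854 for capillary genes.

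Cell adhesion, chemotaxis and matrix remodeling were the themes that the study drew from these arrays, each enriched in the control cells. It used gene set enrichment analysis with gene sets from ToppGene. The lists here are not those sets and camera is another test, so the values of this paragraph do not check that enrichment. Of the lists above, interstitial matrix and chemoattractant receptors bear on these themes and were lower in deleted samples, with medians of -0.34 and -0.23. Both passed limma's camera test with the preset correlation. Both calls were lost at adjusted p = 0.0901 and 0.702 with an estimated correlation. Of 38 cell adhesion genes, 22 were higher and 16 lower, with a median of 0.03, and Itga2 differed by 0.46, Vcam1 by 0.42 and Pecam1 by 0.39. Of 32 chemokines, 17 were lower and 15 higher, with a median of -0.02, and Ccl8 differed by -1.16, Ccl6 by -0.90 at its brightest probe set and Cxcl14 by -0.79. Ccl2 and Cxcl12 differed by -0.06 and 0.02. Of 34 matrix proteases and inhibitors, 20 were lower and 14 higher, with a median of -0.02, and the macrophage elastase Mmp12 differed by -0.89, Mmp9, a gelatinase, by 0.73 (SE 0.45) and Adam8 by -0.57. Basement membrane genes, which endothelial cells themselves lay down, had a median of 0.03, with Lamb2 at -0.15, Lamb1 at 0.12 and Col15a1 at -0.11. Without control replicate 3 Itga2 differed by 0.10, Pecam1 by 0.16, Ccl8 by -0.75, Mmp9 by 0.34, Lamb2 by -0.06 and Col15a1 by 0.15. Without control replicate 2 Mmp12 differed by -0.55 and Cxcl12 by -0.09. With 1 deleted array left out, Vcam1 differed by as little as 0.24, Ccl2 by 0.03 and Lamb1 by 0.02. limma's camera test gave an adjusted p of 0.305 for adhesion, 0.333 for chemokines, 0.487 for proteases and 0.860 for basement membrane, and no member was called over all genes or adjusted over the list alone. The adhesion list passed without deleted replicate 2, at an adjusted p of 0.028 from limma, with higher values in the deleted samples. That pass used the preset correlation. With an estimated correlation over all arrays camera's adjusted p for the adhesion list was 0.702.

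The remaining lists did not pass limma's camera test. Pericyte and smooth muscle genes had a median of 0.13 at an adjusted p of 0.054, with Tagln at 0.62, Myl9 at 0.46 and Myh11 at 0.41, while the pericyte gene Rgs5 differed by 0.07. B and plasma cell genes had a median of -0.28 at an adjusted p of 0.054, with the immunoglobulin genes Igha at -1.83 and Ighm at -1.18 and with Ms4a1 at -0.79, and Cd79a differed by 0.15. That list had a score of -0.70 in deleted replicate 3, against -0.11 to 0.50 in the other arrays, and without that array Igha differed by -0.67 and Ighm by 0.08. Class II antigen presentation had a median of -0.16, with H2-Ab1 at -0.47, H2-Ob at -0.44 and Cd74 at -0.33, at an adjusted p of 0.121. Without control replicate 3 these 3 genes differed by -0.09, -0.01 and -0.05, and the list pointed up at an adjusted p of 0.940 from limma. T and NK cell genes had a median of 0.01 with Gzma at 1.19, Gzmb at 0.51 and Cd8a at 0.51, and Cd3e differed by 0.15. Without deleted replicate 2, in which Gzma read 10.27 against 5.48 to 7.35 in the other arrays, Gzma differed by -0.15, Gzmb by -0.39, Cd8a by 0.25 and, among adipocyte genes, Adipoq by -0.46. Adipocyte genes had a median of -0.06 with Cox8b at -1.12, Cidea at -0.72 and Ppargc1a at 0.57, and Adipoq differed by 0.06. Neutrophil and mast cell genes had a median of -0.09 with S100a9 at 0.78, Mcpt4 at -0.64 and Tpsb2 at -0.41. Schwann cell genes had a median of -0.18 with Fabp7 at 1.14, Sox10 at -0.62 and Cdh19 at -0.54. Without control replicate 3 Ms4a1 differed by -0.16, Tagln by 0.39, Myl9 by 0.28, Cox8b by -0.67 and Sox10 by -0.20. Without control replicate 2 Myh11 differed by 0.19, Cd79a by -0.11 and Cd3e by -0.25, and without control replicate 1 S100a9 differed by 0.50 and Ppargc1a by 0.38. Without deleted replicate 1 Cdh19 differed by -0.19, and without deleted replicate 3 Rgs5 differed by -0.07. The adjusted p from limma's camera test was 0.487 for the T and NK cell, 0.333 for the adipocyte, 0.487 for the neutrophil and mast cell and 0.412 for the Schwann cell list. The medians of the platelet, erythroid, skeletal muscle, interferon, hypoxia and BMP lists were -0.04, 0.04, 0.05, 0.01, 0.01 and 0.01, at adjusted p of 0.734, 0.623, 0.487, 0.398, 0.772 and 0.772 from limma. The platelet mean was 0.03 with a test pointing up, and the hypoxia mean was -0.00 with a test pointing up. No member of these lists was called by limma over all genes or adjusted over the list alone. With 1 array left out, limma's adjusted p passed for the pericyte list without control replicate 1, at 0.00353, and deleted replicate 1, at 0.0031, and for the B cell list without control replicate 2, at 0.00218, deleted replicate 1, at 0.00733, and deleted replicate 2, at 0.0364. It also passed for class II genes without control replicate 2, at 0.0104, T and NK cell genes without control replicate 1, at 0.0456, and interferon genes without deleted replicate 1, at 0.0326. All of these passes used the preset correlation. Over all 6 arrays camera's adjusted p with an estimated correlation was 0.702 for the pericyte, B cell and class II lists. For the T and NK cell and interferon lists it was 0.850.

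All 33 probe sets that the study listed for these endothelial cells were found, and all 33 differed in the direction it gave. The study's thresholds were passed by 31 of them in the limma fit, and none passed at an adjusted p under 0.05, while 31 passed adjusted over the list alone. With the unmoderated equal-variance test at the same thresholds 12 of the 33 passed. That list was chosen on these arrays at P below 0.05. It is therefore not independent evidence of its direction or of the calls adjusted over the list alone. The 2 that did not pass were Dclk1, at -1.05 (SE 0.45), and Igha, an immunoglobulin heavy chain gene, at -1.83 (SE 0.90). The count was 15 without control replicate 3 and 12 without deleted replicate 1. Another 27 probe sets passed the thresholds here and were not on the list. Lists drawn by the study from cultured fibroblasts gave smaller shifts. The 64 probe sets lower in ErbB2 fibroblasts without Ets2 had a median of -0.08 in the endothelial cells, at an adjusted p of 0.0036 from limma's camera test over the 6 study lists. That call was lost with an estimated correlation, at adjusted p = 0.0799 with an estimated correlation. The fry test of this list, against no change, gave an adjusted p of 0.240 from limma. The camera call was also lost without deleted replicate 1, at an adjusted p of 0.101 from limma, and without control replicate 3, at 0.0731. The 71 probe sets lower in PyMT fibroblasts without Ets2 had a median of -0.04, at an adjusted p of 0.316. The 36 higher in PyMT fibroblasts and the 5 higher in ErbB2 fibroblasts had medians of 0.03 and -0.06, the latter with a mean of 0.06, at adjusted p of 0.637 and 0.798. Adjusted over the list alone, limma called 1 probe set in each of these higher lists and 0 in both lower lists.

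The 6 arrays correlated at 0.979 to 0.993, with a median of 0.985 within groups and 0.987 between them. The first principal component held 42.0% of the variance and set control replicate 3, at 70.2, and deleted replicate 2, at 35.8, against the other 4 arrays, which lay between -37.1 and -3.56. Control replicate 3 also had the largest difference between the 3' and 5' probe sets of Gapdh, 1.31 against 0.75 to 1.01 in the other arrays, and of beta-actin, 1.67 against 0.99 to 1.29. The pan-leukocyte score was highest in the same array, at 0.42.

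**Figure D3:**
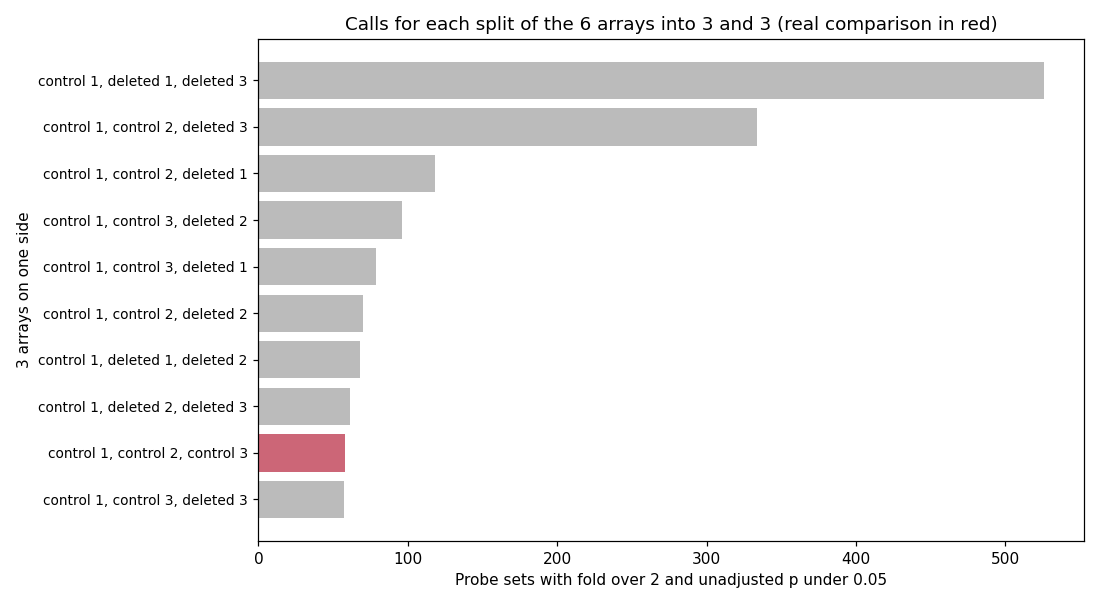
Number of probe sets (horizontal axis) with a fold change over 2 and an unadjusted p under 0.05 for each of the 10 ways to divide the 6 arrays into 3 and 3, with the arrays of one side named on the vertical axis. The comparison of control with deleted samples, in red, gave 58, and the other divisions gave 57 to 526.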

Values the study reported

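Between the endothelial cells of the 2 genotypes the study reported 33 regulated genes at a fold change above 2 and P below 0.05, from 3 biological replicates per genotype. It described enrichment of gene sets for matrix remodeling, adhesion and chemotaxis.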

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

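The pan-leukocyte covariate, leaving out the third array of each group and the lists without the genes that the study called were chosen after seeing the data. The count at an adjusted p under 0.05 in limma was 0 under each setting that gave it. The 58 probe sets past the study's thresholds became 15 with only probe sets at or above the median signal, 152 with array weights, 23 and 18 with the unmoderated equal-variance and unequal-variance tests, 402 at a fold over 1.5, 24 at an unadjusted p under 0.01, 165 with the pan-leukocyte covariate and 253 without the third arrays. With 1 array left out they ranged from 61 to 191. Of the 21 named probe sets past these thresholds, 0 changed sign under any setting and 5 stayed past them in all 6 fits without 1 array. Of the other named probe sets, 32 changed sign under some setting.

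With the identifier number as a fixed replicate block the count at the study's thresholds was 317, and with it as a random block 64, with a block correlation of 0.102. Only 2 of the numbers occurred in both groups, and the third array of each group had a number of its own. The fixed block therefore took the difference from the same arrays as the fit without the third arrays. The fixed block turned the immediate early list (adjusted p 0.0777 in limma) and the pan-leukocyte list (0.881). The labels do not say what the number marks, and the cause was not tested.

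The 9 lists past limma's camera test became 14 with all probe sets of each member, 5 with a correlation preset at 0.05, 0 with an estimated correlation, 0 with an estimated correlation and without the genes that the study called, and 5 to 12 with 1 array left out. With fry, which tests a list against no change rather than against the other genes, 0 lists passed. The adjusted p for macrophage, interstitial matrix and fibroblast lists was 0.361, 0.0901 and 0.137 with an estimated correlation, 0.361, 0.118 and 0.254 when the genes that the study called were left out as well, and 0.589, 0.143 and 0.201 with fry. These tests allow for the correlation between members. The pan-endothelial list passed with only brighter probe sets, at 0.0331, and with a trended prior variance, at 0.0295. It lay between 0.00334 and 0.674 with 1 array left out, as cell adhesion did between 0.0282 and 0.986. These values used the preset correlation. With an estimated correlation over all arrays camera's adjusted p was 0.702 for the pan-endothelial and the cell adhesion list. The immediate early list turned with the pan-leukocyte covariate (0.559) and without the third arrays (0.0720), and ranged from 7.7e-05 to 0.830 with 1 array left out, and the pan-leukocyte list turned without the third arrays (0.861). The study's 33 probe sets gave 12 to 26 calls with 1 array left out. The cause of these differences was not tested.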

Other observations

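The tests on dim probe sets, on the shares of other cell types, on S100a3 and on other divisions of the arrays, except for the count of gene lists, were chosen only after the result was seen.

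Macrophage and fibroblast markers were lower in the deleted samples although the cells were sorted on CD31, which fibroblasts lack, whereas monocytes and macrophages can carry it and no exclusion of leukocytes is described. Their abundant transcripts were bright, with C1qb at 12.04 ± 0.85 in control and 10.75 ± 0.71 in deleted samples and Col1a1 at 12.65 ± 0.07 and 12.27 ± 0.26 (SD, n = 3 each). A higher endothelial share would lower the markers of every other cell type alike. The mean of the pericyte list lay 0.56 above that of the fibroblast list (SE over genes 0.10). That SE does not cover the spread between arrays, and the pericyte scores overlapped between the groups (exact permutation p = 0.2). The comparison therefore cannot decide whether the endothelial share was higher. Centring each array on its median moved the macrophage list by only 0.02, to -0.47, because the arrays had already been normalized, so it decides nothing about scaling. A higher endothelial share, fewer macrophages, fewer fibroblasts and a lower expression of these genes within the same cells all stay open. The share of bright macrophage markers that were lower was 96.0%, and the mean of the fibroblast markers that are not matrix proteins was -0.33. Both values come from the same lists and restate the pattern.

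The mean difference of the macrophage list was 0.49 in size against 0.43 for the highest other of the 10 divisions of the arrays into 3 and 3, 0.38 against 0.25 for interstitial matrix and 0.41 against 0.28 for fibroblast markers, so 1 division, the real one, reached each value. Of the 10 divisions, 3 gave at least the real 9 lists past limma's camera test, and the highest other gave 15. With 10 divisions no share under 0.05 can be had. These 3 lists were also the only ones of the 32 without overlap between the groups, where chance gives 10%.

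S100a3 read 3.71, 4.21 and 4.37 in the control arrays and 5.30, 4.97 and 5.19 in the deleted arrays, and it also stands on the study's lists of genes higher in PyMT and in ErbB2 fibroblasts with Fsp-Cre and in fibroblasts with Fsp-Cre from mice without an oncogene. Fsp-Cre is driven by the promoter of S100a4, which lies near S100a3 on chromosome 3, so a candidate explanation is that the transgene carries S100a3 sequence and adds its signal wherever it is present, independently of Ets2. Of the 7 measured genes within 5 genes of S100a3, none was higher by more than 0.16, the value of S100a16, and S100a4 and S100a5 differed by -0.24 and -0.48 with overlap between the groups, which leaves that open. The S100a5 value rested on control replicate 3, which read 5.29 against 3.76 to 4.14 in the other arrays. Chance stays open over all probe sets, where the adjusted p of S100a3 in limma was 0.9999, although S100a3 passed when adjusted over the list alone, at 0.0429 among the 36 probe sets higher in PyMT fibroblasts and 0.00595 among the 5 higher in ErbB2 fibroblasts. An effect of Ets2 on S100a3 was not tested apart from these, as Fsp-Cre mice with Ets2 present were not analysed here.

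Of the 58 calls at the study's thresholds, 74.1% lay below the median signal of all probe sets, against 42.0% to 87.7% of the calls of the other 9 divisions of the arrays. Whether noise of dim probe sets could account for the calls stays open, since below the median signal the median SE was lower (0.18 against 0.20), while the 99th percentile of the SD within groups was higher (0.92 against 0.82). For Gapdh and beta-actin the mean 3' minus 5' signal read 0.87, 0.99 and 1.49 in the control arrays. It read 1.15, 0.99 and 0.90 in the deleted arrays, a difference of -0.099 between the groups, which overlapped. The highest value was that of control replicate 3. With this spread, 3 arrays per group cannot decide whether RNA was more degraded in one group. At the study's thresholds 9 of the 10 divisions of the arrays gave at least 58 calls, and the highest other gave 526, with control replicate 1, deleted replicate 1 and deleted replicate 3 on one side, which points to a structure of the samples. At an adjusted p under 0.05 in limma all 10 gave 0, and at an unadjusted p under 0.05 the real one gave 934 probe sets, the fewest of the 10, and the others 1035 to 6620, while 10 divisions are too few for a share under 0.05.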
